A study of Homo sapiens with 10 samples. Its data were reported in "Persistence of RNA transcription during DNA replication delays duplication of transcription start sites until G2/M" (2021).

How the data were processed

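BJ-hTERT fibroblasts growing asynchronously were labelled for 30 min with 50 µM BrdU and sorted into 5 fractions by DNA content. The labels add 25 µM EdU to the pulse, which the study's methods give for other experiments of the paper and not for this one, so whether EdU was present stays open. A description field on every label also gives the samples as DNA made in G2/M. The titles, the treatment field and the study's methods give fractions of asynchronous cells instead, and these were followed, but whether that field was copied in error stays open. BrdU-labelled DNA was immunoprecipitated, made double-stranded from random primers, made into libraries with a low-input kit and sequenced as single-end reads. The study describes 2 biological repeats, and the labels number them 1 and 2 within each fraction. No input library was used here.

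The authors aligned the reads to hg38 with Bowtie2 2.3.4.2, per the labels. The deposited table gives RPM, reads per 1000000 reads of the library, over 12396 transcribed genes, 1 entry per gene from its start to its end. The authors chose these genes from their chromatin-bound RNA sequencing. The program that counted the reads, the read filter and the treatment of reads that match several places are not given in the sources used here. Values are not divided by gene length. RPM values were whole multiples of 1 step per library, and 100% of them gave whole reads within a tolerance of 0.01. The step gave library totals of 10335006 to 21769141 reads, of which 13.7 to 40.8% lay in the listed genes. The listed genes cover 26.9% of the genome.

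The table gives coordinates without gene names. An entry was named after the GENCODE 44 gene on the same strand of hg38 where their overlap made up at least 0.8 of the length they span together, and no other gene reached that share, and 10907 entries (88.0%) were named, 10111 of them as protein-coding genes and 460 as long non-coding genes. The start and end were equal to those of GENCODE for 4531 entries. The 1489 others were kept in all counts and are not named. Where a gene had a second entry the longest was used, which left out 5 and kept 12391. Entries ran from 61 bp to 1743 kb with a median of 30.2 kb. The libraries do not keep strand, and 36.0% of the entries (4457) overlapped another, so reads of overlapping or antisense genes cannot be told apart. The 13 genes on chromosome Y stayed in the counts and are not named.

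Each library was assigned to its fraction from its label. The test of all results was limma 3.58.1 (R 4.3.3) with a mean-variance trend on log2(RPM + 0.760), where 0.760 is 10% of the median of all values. The RPM values were used as deposited, without rescaling. One fit over the 10 libraries gave an F test over the 5 fraction means, the contrast of fractions 4 and 5 against 1 and 2, and the 4 contrasts of adjacent fractions. All contrasts were two-sided, p-values were adjusted by Benjamini-Hochberg and the threshold was an adjusted p of 0.05. Fold changes on this scale understate the change of genes with low levels. The fraction of the highest level and the RPM-weighted mean fraction were computed per gene, from the mean of both replicates and in each replicate. Enrichment over an even spread was the RPM of an entry over the RPM expected from its share of the sequenced bases of the genome, for entries of 10 kb or more.

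Gene lists were tested with camera on the main contrast, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of a family: 12 gene lists (11 with members in the table), 4 length classes and 23 chromosomes. The lists, the tests, the other settings to try and the rule for named genes were fixed before the data were examined. The rule named the 10 genes with the largest log2 fold change in each direction of the main contrast, among those that passed and had the same sign in both replicates, with at most 1 gene per 1 Mb. It added the 2 largest in each direction of each adjacent contrast, the 3 with the lowest F test p among genes highest in fraction 3 in both replicates, and for each list the 3 largest changes and the member nearest to the median. SMURF1, MCM6, ELN, NELFA and SUPT5H were named because the study's text names them. This gave 82 genes.

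The same code was tested on simulated libraries with the real means and depths, in which 100 of 12391 genes were changed 1.5-fold and 100 were changed 2-fold between fractions 4 and 5 and fractions 1 and 2. It recovered 68% of the former and 95% of the latter, and 6 of its 169 calls were false. The simulated dispersion was 0.01. In the data 10609 genes were lower and 986 higher in the main contrast, far more than were changed in the simulation. These rates therefore describe the simulated libraries only and do not give the error rate of the reported calls.

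The alternatives were pseudocounts of 1% and 50% of the median, leaving out the 10% of genes with the lowest mean, scaling each library to its sum over the table, quantile normalisation, limma without the trend, all 12396 entries, a block for the replicate number, a fit of only the fractions compared, and leaving out each library in turn. Added after seeing the data were edgeR 4.0.16 (quasi-likelihood test) on the recovered reads with library totals or with TMM factors, only genes that overlap no other, and a fit without replicate 1 of fractions 1 and 2. On the recovered reads with library totals, edgeR called 982 genes higher and 10617 lower in the main contrast. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.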

Results

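The series measured where DNA was being copied in BJ-hTERT cells, human foreskin fibroblasts immortalised with telomerase, as they passed through S phase. Asynchronous cells were given BrdU, a thymidine analogue built into new DNA, for 30 min. They were then sorted into 5 fractions by DNA content, and the BrdU-labelled DNA of each fraction was pulled down and sequenced (Repli-seq). Each fraction had 2 libraries, one from each of 2 biological repeats, which gives 10 libraries in all. The table covers the transcribed genes of these cells, 12391 of them after 5 second entries of a gene were left out, and gives the BrdU level over each whole gene as RPM, the reads over the gene per 1000000 reads of the library. A field of the labels describes every sample as DNA made in G2/M, at odds with the sorted fractions of their titles and of the study's methods, which were followed here, and the mismatch stays open. The fraction numbers are those of the labels. Which end of the numbering had the lower DNA content is not given in the sources used here, so the fractions are called low-numbered or high-numbered. From synchronised cells, the study reported that transcribed genes were preferentially replicated early, and it placed SMURF1 in early S phase. Here 74.1% of genes were highest in the 2 lowest-numbered fractions, SMURF1 among them, and 5.53% in the 2 highest-numbered. These shares argue against a numbering that starts from late S phase.

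The libraries held 10335006 to 21769141 reads. In replicate 1 the totals of fractions 1 to 5 were 11891856, 10579492, 11440680, 10832892 and 10335006 reads, and in replicate 2 they were 17857903, 21769141, 14682780, 17548612 and 11183418. A gene with no read in a library has a level under 3 reads, which is 0.138 RPM in the deepest library and 0.290 RPM in the shallowest. PCR copies of a fragment are not independent molecules, so this floor covers counting error only.

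The first question was in which fraction each transcribed gene took up most BrdU, the rule by which the study assigned a replication time to a gene. Most transcribed genes peaked in the low-numbered fractions: the mean level was highest in fraction 1 for 22.9% of 12389 genes, in fraction 2 for 51.2%, in fraction 3 for 20.4%, in fraction 4 for 5.06% and in fraction 5 for 0.468%. Fractions 1 and 2 together held 74.1% of the genes, 74.3% in replicate 1 and 74.4% in replicate 2. The split between them was less stable, with 35% of genes highest in fraction 1 in replicate 1 and 22.1% in replicate 2 (SD 9.13). The same fraction was highest in both replicates for 62.2% of the genes, and for 94.1% when fractions 1 and 2 were taken as one, a merging chosen after the values were seen. With each library scaled to its sum over the listed genes, the 5 shares were 34.2, 30.3, 22.4, 11.9 and 1.22%.

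**Figure D1:**
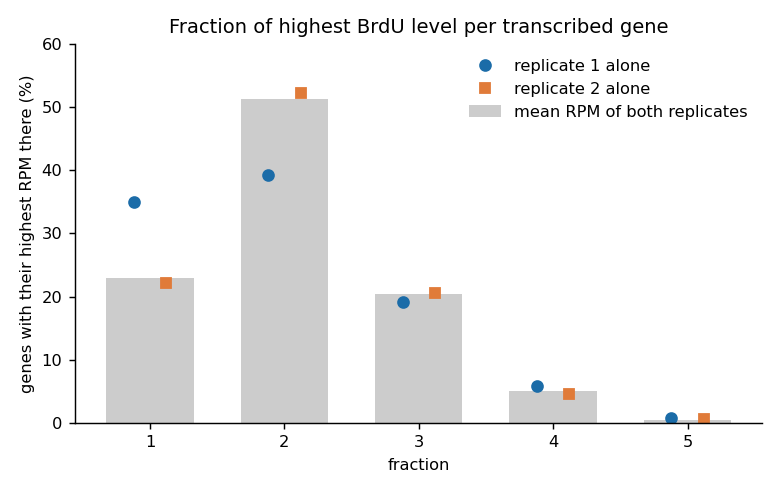
Share of 12389 transcribed genes (%, linear axis from 0) whose BrdU level in RPM was highest in each fraction (x axis). Grey bars use the mean of both replicates, circles replicate 1 alone and squares replicate 2 alone, and the bars fall from 51.2% in fraction 2 to 0.468% in fraction 5.

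A single position per gene was also computed as the mean fraction number weighted by the gene's RPM in each fraction. Its median was 2.27, with 2.27 in replicate 1 and 2.29 in replicate 2. The central 90% of genes lay between 1.93 and 3.26, and 90.4% of the genes lay under 3. Across 12376 genes, which are not independent replicates, the positions in both replicates correlated with a Spearman rho of 0.876 and a Pearson r of 0.898. The median difference between replicates was 0.0668.

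Set against reads spread evenly over the genome, the median transcribed gene was over-represented in fractions 1 and 2 and under-represented in the other 3. In fraction 3 all listed genes together held 24.3 and 26.8% of the reads (replicates 1 and 2). Summed over entries they make up 27.6% of the genome, so as a group they were closer to an even share there. For the 9446 genes of 10 kb or more, the median ratio was 1.48 and 1.32 in fraction 1 (replicates 1 and 2), 1.5 and 1.77 in fraction 2, 0.689 and 0.744 in fraction 3, 0.299 and 0.25 in fraction 4, and 0.570 and 0.562 in fraction 5. Genes differed least from each other in fraction 5. The 95th percentile there was 3.08 and 3.30 times the 5th, against 5.43 to 10.2 times in the other 8 libraries.

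**Figure D2:**
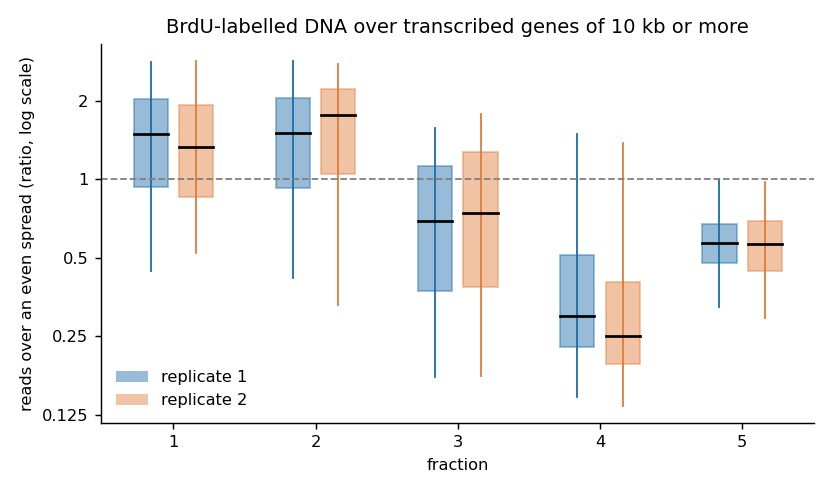
Reads over each gene of 10 kb or more divided by the reads expected from an even spread over the genome (y axis, ratio on a log scale) per fraction (x axis). Boxes span the 25th to the 75th percentile of 9446 genes, thin lines the 5th to the 95th and black lines mark the median, which lies above the dashed line at 1 in fractions 1 and 2 and below it in fractions 3, 4 and 5.

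The BrdU level depended on the fraction for 12096 of the 12391 genes (limma F test over the 5 fraction means, Benjamini-Hochberg adjusted p under 0.05). All p-values rest on 2 biological repeats per fraction, with the spread shared over the 5 fractions and the libraries not paired by repeat.

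The main comparison asked which genes took up more BrdU in fractions 4 and 5 than in fractions 1 and 2. It was dominated by genes lower in the high-numbered fractions: 10609 genes were lower, 986 were higher and 796 did not pass (limma). DKK3, which encodes a secreted Wnt modulator (chromosome 11, 11963106 to 12009769), fell most, from 39.6 ± 4.33 RPM in fraction 1 and 33.7 ± 3.21 in fraction 2 to 1.94 ± 0.649 in fraction 4 and 8.14 ± 0.388 in fraction 5 (SD, n = 2). ZNF736, a zinc finger gene (chromosome 7, 64307459 to 64354860), rose most, from 5.50 ± 2.19 and 2.08 ± 0.536 RPM in fractions 1 and 2 to 34.6 ± 5.61 and 45.6 ± 6.07 in fractions 4 and 5 (SD, n = 2). Their log2 fold changes were -2.93 (SE 0.14, limma adjusted p = 6.56e-19) and 3.29 (SE 0.15, limma adjusted p = 3.33e-19). Over all genes the median log2 fold change was -1.71, a 3.28-fold lower level (quartiles -2.14 and -0.87, median SE 0.14). It was -1.64 in replicate 1 and -1.77 in replicate 2, and 96.9% of the genes had the same sign in both. Fold changes are on the log2(RPM + 0.760) scale, which understates the change of genes with low levels.

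RPM counts all reads of a library, in and outside genes, so the split between higher and lower calls depended on the scaling. Of the genes called, 91.5% were lower on the deposited scale, 78.3% (8429 lower, 2338 higher) with each library scaled to its sum over the listed genes, 65.7% (5985 lower, 3120 higher) after quantile normalisation and 65% (6024 lower, 3244 higher) with edgeR and TMM factors. The median log2 fold change of all genes moved from -1.71 to -0.74, -0.30 and -0.41 under these 3 scalings. The deposited scale compares a gene with all labelled DNA of its library, and the others compare it with the other transcribed genes.

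The other genes that fell most after DKK3 were COL16A1, a collagen chain, THBS3, a thrombospondin, LRP1, an endocytic receptor, PLXND1, a semaphorin receptor, TGM2, a transglutaminase that crosslinks proteins, and NDST1, an enzyme of heparan sulfate synthesis. DENND3, KIAA1522 and POC1A, a centriole gene, completed the 10 named by the rule, and the log2 fold changes of these 9 ran from -2.89 for NDST1 to -2.81 for POC1A. LRP1 (chromosome 12, 57128493 to 57213351), for example, had 110.1 ± 7.22 and 86.8 ± 13.3 RPM in fractions 1 and 2 and 7.61 ± 0.193 and 22.5 ± 4.99 in fractions 4 and 5 (SD, n = 2). COL16A1 (chromosome 1, 31652247 to 31704319) had 50.6 ± 1.76 and 44.01 ± 3.12 RPM in fractions 1 and 2 and 3.21 ± 0.0281 and 10.1 ± 1.15 in fractions 4 and 5 (SD, n = 2). The rule also gave the 10 genes that rose most among entries with a gene name. They were, beside ZNF736, MIR924HG, a non-coding microRNA host gene, ZNF100, SLC15A4, a lysosomal transporter, SUMF1, which activates sulfatases, NUDCD1, SH3BGRL, GNPDA2, CPS1, an enzyme of the urea cycle, and CHM, a Rab escort protein. Their log2 fold changes ran from 2.91 for CHM to 3.08 for MIR924HG. MIR924HG (chromosome 18, 39206924 to 39800318, 593 kb) had 77.7 ± 25.5 and 44.6 ± 15.03 RPM in fractions 1 and 2 and 418 ± 54.3 and 584 ± 99.1 in fractions 4 and 5 (SD, n = 2). SUMF1 (chromosome 3, 3700814 to 4467281) had 119 ± 48.1 and 62.8 ± 19.5 RPM in fractions 1 and 2 and 608 ± 71.8 and 772 ± 114 in fractions 4 and 5 (SD, n = 2). These 20 genes kept their direction and their call under each alternative in which they were tested. MIR924HG, SUMF1, NUDCD1, GNPDA2, TGM2, DENND3, LRP1 and THBS3 overlap another entry and were not tested in the fit of genes that overlap no other.

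**Figure D3:**
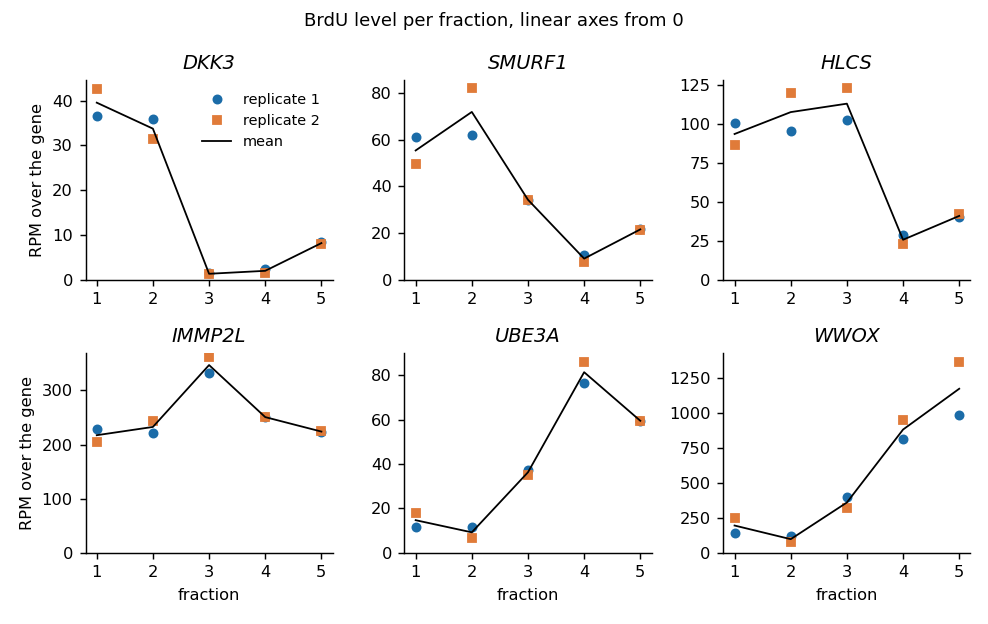
BrdU level in RPM (y axes, linear from 0) over 6 genes in fractions 1 to 5 (x axes), with circles for replicate 1, squares for replicate 2 and a line through the mean. DKK3 and SMURF1 are high in fractions 1 and 2, HLCS and IMMP2L have their highest mean in fraction 3, which for HLCS is close to that in fraction 2, UBE3A peaks in fraction 4 with 81.4 RPM and WWOX in fraction 5 with 1174 RPM.

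Of the 5 genes named because the study's text names them, 4 were highest in fraction 1 or 2. SMURF1, a ubiquitin ligase (chromosome 7, 99027438 to 99144100), had 55.3 ± 8.13 and 71.8 ± 14.3 RPM in fractions 1 and 2 and 8.96 ± 1.95 and 21.5 ± 0.146 in fractions 4 and 5 (SD, n = 2; log2 fold change -2.11, SE 0.12, limma adjusted p = 3.79e-17). ELN, the elastin gene (chromosome 7, 74027789 to 74069907), had 64.998 ± 10.6 and 69.97 ± 10.7 RPM in fractions 1 and 2 and 10.7 ± 2.05 and 26.3 ± 4.03 in fractions 4 and 5 (SD, n = 2; log2 fold change -1.95), a call lost with edgeR and TMM factors. NELFA (chromosome 4, 1982714 to 2041903) and SUPT5H (chromosome 19, 39436156 to 39476670), which encode factors that hold RNA polymerase II near the promoter, fell by 2.14 and 1.98 on the log2 scale. MCM6, a subunit of the replicative helicase (chromosome 2, 135839626 to 135876426), was highest in fraction 3 with 17.98 ± 4.53 RPM, against 9.76 ± 1.06 and 11.95 ± 0.339 RPM in fractions 1 and 2 and 5.37 ± 0.501 and 4.81 ± 0.991 in fractions 4 and 5 (SD, n = 2). Its log2 fold change was -0.99 on the deposited scale (limma adjusted p = 1.16e-07) and turned to 0.13, 0.62 and 0.68 with the sum, quantile and TMM scalings.

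Genes whose products act in the extracellular matrix, on polymerase pausing or in HOX patterning fell without exception on the deposited scale. All 37 extracellular matrix genes were lower in fractions 4 and 5, with a median log2 fold change of -2.19, led by FBLN1 (fibulin 1, -2.75), TNC (tenascin C, -2.59) and TIMP3 (a metalloproteinase inhibitor, -2.56), with COL6A2 at the median. FBLN1 (chromosome 22, 45502238 to 45601135) had 93.4 ± 3.41 and 85.3 ± 3.66 RPM in fractions 1 and 2 and 6.86 ± 0.0453 and 22.7 ± 1.69 in fractions 4 and 5 (SD, n = 2). Of the 37, 33, 26 and 23 were lower and 4 were higher under each of the sum, quantile and TMM scalings. The list lay below other genes by camera with a preset correlation of 0.01 (adjusted p = 0.0150) but not with an estimated correlation (adjusted p = 0.502). All 21 pausing and elongation factors were lower as well (median -1.93), among them ELL2 (-2.55), SUPT6H (-2.40), RTF1 (-2.35) and CDK9 (-1.93), and 4, 6 and 6 of them turned higher under the other 3 scalings. All 15 HOX genes were lower (median -1.31), with HOXC4 at -2.32, HOXA3 at -2.20, HOXA9 at -2.05 and HOXC8 at -1.31. Under the sum, quantile and TMM scalings 11, 5 and 8 of them were lower and 0, 1 and 0 higher, and HOXC8 lost its call under the quantile and TMM scalings. Neither of these lists differed from other genes (camera adjusted p = 0.313 and 0.835).

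The cell cycle lists mostly fell with the bulk of genes, with single members at the other end of the fractions. Of 42 DNA replication factors, 38 were lower and 3 were higher, and the median was -1.90. MCM5 (-2.50), a helicase subunit, and POLA2 (-2.39), a subunit of the primase complex, fell most, and POLE, the catalytic subunit of polymerase epsilon, lay at the median (-1.90). ORC4, a subunit of the origin recognition complex (chromosome 2, 147930397 to 148021604), rose, with 13.9 ± 5.34 and 7.52 ± 1.67 RPM in fractions 1 and 2 and 70.4 ± 6.63 and 61.7 ± 0.550 in fractions 4 and 5 (SD, n = 2; log2 fold change 2.63, limma adjusted p = 2.78e-18). The other 2 that rose were POLA1 (1.41) and ORC5 (0.73), named after their values were seen because so few members rose. Of 34 mitosis genes, 28 were lower and 3 were higher (median -1.79), with BUB1B (-2.57), ESPL1 (-2.43) and CENPF (-2.38) the most changed and BUB1 (-1.84) at the median. The 3 that rose, named after their values were seen, were the condensin subunits SMC2 (2.33) and NCAPG (1.23) and the spindle gene CKAP2 (0.36). Under the other scalings 7 to 11 replication factors and 7 to 10 mitosis genes were higher, BUB1 lost its call with the quantile and TMM scalings and POLE with TMM factors. Neither list differed from other genes (camera adjusted p = 0.835 and 0.872). The test placed the mitosis list above other genes although its median lay below theirs.

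Ribosomal protein genes and imprinted genes did not stand apart from other genes either (camera adjusted p = 0.872 and 0.585). Of 81 ribosomal protein genes, 76 were lower and 1 was higher, RPL38 (1.16, named after its value was seen). RPL37A (-2.51), RPS27L (-2.37) and RPS24 (-2.27) fell most and RPL39L (-1.42) lay at the median, and 7, 14 and 11 of the list were higher under the sum, quantile and TMM scalings. RPL39L turned to 0.13 and 0.31 under the quantile and TMM scalings, and passed as higher with TMM only (edgeR adjusted p = 0.011). Their median, -1.42, lay above that of all genes while the test placed the list below other genes, and the HOX list had the same mismatch. Of 10 imprinted genes, which can be expressed from a single parental copy, 8 were lower and 1 was higher. Whether they were so expressed in these cells was not measured here. UBE3A, a ubiquitin ligase gene (chromosome 15, 25333728 to 25439056), rose, with 14.7 ± 4.49 and 9.22 ± 3.68 RPM in fractions 1 and 2 and 81.4 ± 6.60 and 59.5 ± 0.162 in fractions 4 and 5 (SD, n = 2; log2 fold change 2.54, limma adjusted p = 8.32e-18). INPP5F (-2.22) and PLAGL1 (-2.15) fell, as did MEG3 (-1.04), a non-coding gene that was highest in fraction 3 and whose sign turned under all 3 other scalings. Under those scalings 3, 4 and 6 imprinted genes were higher and 4, 2 and 2 lower.

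Replication-dependent histone genes, which supply the core and linker histones of S phase, were higher in the high-numbered fractions. Of 20 measured, 18 were higher, 0 were lower and 2 did not pass, and 95% were highest in fraction 4 or 5. The median log2 fold change was 0.60, which is 2.32 above that of all genes. It was 1.00, 1.23 and 4.31 under the sum, quantile and TMM scalings, the last by edgeR. H2BC6 (chromosome 6, 26172059 to 26184655) rose, with 1.92 ± 0.216 and 0.962 ± 0.645 RPM in fractions 1 and 2 and 11.5 ± 2.72 and 11.3 ± 1.21 in fractions 4 and 5 (SD, n = 2; log2 fold change 2.52, SE 0.17, limma adjusted p = 8.06e-16), and H2BC5 (2.31) and H2AC6 (2.27) rose likewise. The list stood above other genes by camera (adjusted p = 3.76e-23), also with an estimated correlation (adjusted p = 0.0107), and 20, 20 and 19 members were higher under the other 3 scalings. Of the 20 members, 19 lie in a single stretch of chromosome 6 (26020490 to 27872315). Neither test allows for a position shared by neighbours, so the members are not 20 separate observations. Most of these genes are short, with a median of 0.654 kb, and rest on few reads. H3C11, nearest to the list's median, had no read in either fraction 2 library and 29 reads in all 10 libraries. Histone genes are near-identical in sequence, and how reads that match several copies were counted is not given in the sources used here, so their single values are uncertain.

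**Figure D4:**
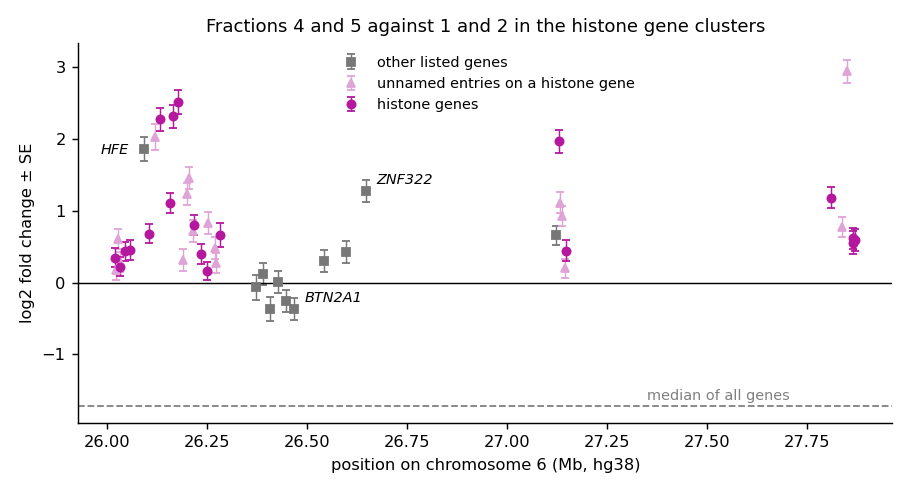
Log2 fold change of fractions 4 and 5 against 1 and 2 (y axis, linear, bars show the SE from limma) against the position on chromosome 6 (x axis, Mb, hg38) on the deposited scale for the 19 named histone genes there, the unnamed entries that lie on a histone gene and the other listed genes between them. Named histone genes (circles) and the unnamed entries (triangles) lie above 0, the other genes (squares) lie on both sides of it, and all lie above the dashed line at the median of all genes (-1.71).

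Genes at common fragile sites, long genes prone to breakage under replication stress, were spread over the fractions. Of 16, 6 were higher, 6 were lower and 4 did not pass, with a median log2 fold change of 0.02, and 37.5% were highest in fraction 4 or 5. WWOX, a 1113 kb tumour suppressor gene (chromosome 16, 78099413 to 79212667), rose, with 195 ± 76.3 and 97.4 ± 28.5 RPM in fractions 1 and 2 and 882 ± 94.8 and 1174 ± 270.3 in fractions 4 and 5 (SD, n = 2; log2 fold change 2.91, limma adjusted p = 1.67e-18), and NEGR1 rose too (2.49). LRP5 fell (-1.87), a call lost with edgeR and TMM factors. IMMP2L (chromosome 7, 110663051 to 111562517) had 347 ± 20.4 RPM in fraction 3 and 217 to 251 in the others, and did not pass (0.08, limma adjusted p = 0.496), but was higher under the other 3 scalings. The list lay above other genes by camera (adjusted p = 1.53e-07) but not with an estimated correlation (adjusted p = 0.0713) or after quantile normalisation (camera adjusted p = 0.0666). Under the sum, quantile and TMM scalings 12, 8 and 15 members were higher and 3, 6 and 0 lower.

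Zinc finger genes with the ZNF symbol reached further into the high-numbered fractions than other genes. Of 360, 109 were higher, 223 were lower and 28 did not pass, and 41.1% were highest in fraction 1 or 2, 38.9% in fraction 3 and 20.0% in fraction 4 or 5. Beside ZNF736 and ZNF100 (3.03), ZNF680 rose most (2.85), and ZNF219, at the list's median, fell (-0.89) but changed sign under the other 3 scalings. The median, -0.89, lay 0.82 above that of all genes. It turned to 0.15, 0.67 and 0.72 under the sum, quantile and TMM scalings, with 163, 214 and 212 members higher and 137, 72 and 79 lower. The list lay above other genes by camera (adjusted p = 2.66e-15) but not with an estimated correlation (adjusted p = 0.156). Of 5 clustered protocadherins, cell adhesion genes in tandem on chromosome 5, PCDHB9 (0.67) and PCDHB13 (0.48) rose, PCDHGC3 (-0.69) fell and PCDHB12 (0.33) was one of 2 that did not pass. PCDHB12 passed with the replicate number as a block (limma adjusted p = 0.0444). All 5 were higher under each of the other scalings, and the list lay above other genes (camera adjusted p = 5.87e-04) but not with an estimated correlation (adjusted p = 0.161). Zinc finger and protocadherin genes also have close paralogues, so their single values share the uncertainty of the histone genes. For each of the 11 lists with members, the counts adjusted over the list alone were the same as those over all genes tested. The mitochondrially encoded list had 0 members in the table.

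**Figure D5:**
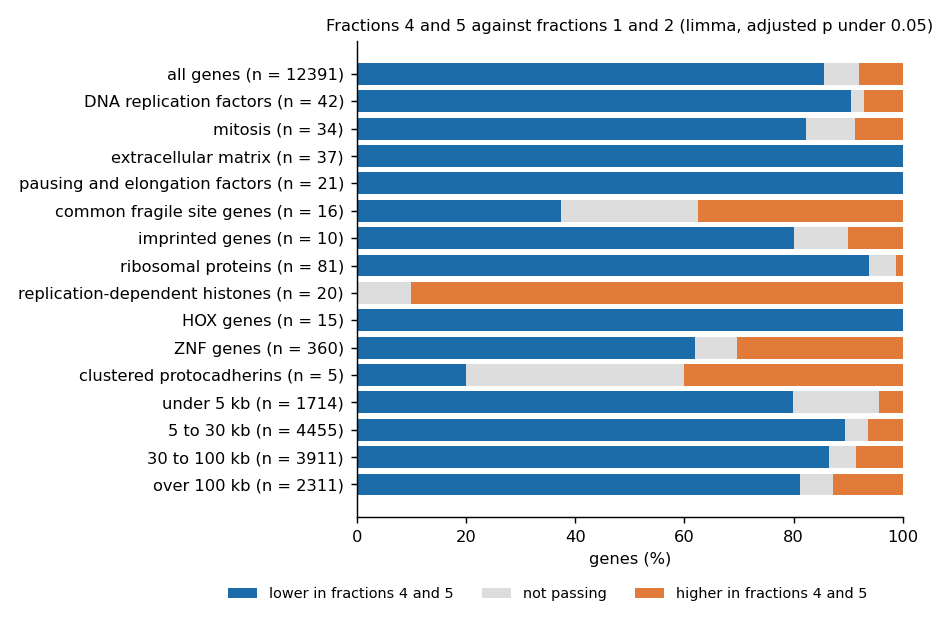
Share of genes (%, x axis) lower (blue), not passing (grey) and higher (orange) in fractions 4 and 5 than in 1 and 2, by limma on the deposited scale, for all genes, the 11 gene lists and the 4 length classes (y axis). Histone genes stand out with 18 of 20 higher, and the ZNF, fragile site and protocadherin lists have mixed bars, in which more members turn higher under the other 3 scalings.

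Gene length was compared because the study related it to replication. The share of genes that peaked in the low-numbered fractions fell over the length classes, a difference between shares that was not tested: 83.4% of the 1714 genes under 5 kb were highest in fraction 1 or 2, 79.5% of the 4455 from 5 to 30 kb, 72.8% of the 3911 from 30 to 100 kb and 59.2% of the 2311 over 100 kb. Fraction 3 was highest for 10.6, 16.2, 21.9 and 33.0% of these classes. Each replicate gave the same order, from 83.1 to 58.9% in replicate 1 and from 83.1 to 59.8% in replicate 2. Across genes, the weighted position rose with length (Spearman rho = 0.332) and fell with GC content (rho = -0.569), while length and GC content were themselves related (rho = -0.544). The log2 fold change of the main comparison went the other way with length (rho = -0.176), and also fell with GC content (rho = -0.251). In the main comparison 1369 of the genes under 5 kb were lower and 74 higher (1360 and 73 adjusted over the list alone), with a median of -0.89. This class lay above other genes by camera (adjusted p = 3.68e-05) but not with an estimated correlation (adjusted p = 0.0824). The camera call was also lost without the 10% of genes with the lowest mean (adjusted p = 0.26), with the sum and quantile scalings (0.383 and 0.541) and without replicate 1 of fractions 1 and 2 (0.0708). The median of the class lay below that of all genes by 0.32 with edgeR and TMM factors, where both the scaling and the pseudocount differ. The pseudocount shrinks the fold changes of such short genes, which have few reads. Genes over 100 kb did not differ from other genes (camera adjusted p = 0.488, and 0.912 with an estimated correlation) but lay above them with the sum scaling (0.00531), and over the other alternatives with a list test their adjusted p ran from 0.26 to 0.978. With edgeR and TMM factors, which had no list test, 1079 of them were higher and 899 lower, against 296 and 1876 on the deposited scale, and their median lay 0.51 above that of all genes. Genes from 30 to 100 kb lay below other genes by camera with the pseudocount of 1% of the median (adjusted p = 0.0494), although their median lay 0.0116 above that of all genes there, and without replicate 1 of fraction 4 (0.0265).

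Chromosomes differed in how their transcribed genes were placed. Fractions 1 and 2 held the highest level of 94.0% of 300 genes on chromosome 22 and 89.4% of 776 on chromosome 17. They held 53.4% of 178 genes on chromosome 18, 55.9% of 213 on chromosome 13 and 60.3% of 354 on chromosome X, and fractions 4 and 5 held 16.3% on chromosome 18 and 12.7% on chromosome X. By camera, chromosomes 18 (adjusted p = 5.06e-05), X (5.06e-05), 6 (0.00276), 13 (0.0212) and 4 (0.0324) lay above other genes, and chromosomes 22 (0.00276) and 17 (0.0324) below. None of these 7 calls held with an estimated correlation (adjusted p = 0.979 for each). Those of chromosomes 17 and 4 were also lost without replicate 1 of fraction 4 (adjusted p = 0.0647 for both) and with the pseudocount of 1% of the median (0.0564 for both), and that of chromosome 4 with only genes that overlap no other (0.0857). Chromosome 5 gained a call above other genes with the sum and quantile scalings (0.00691 and 0.0128). Each of the 7 chromosomes kept its side of the all-gene median under the other 3 scalings.

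The adjacent fractions were compared next, to place the change along the series. Between fractions 1 and 2 little passed, with 0 genes higher and 69 lower in fraction 2 (limma). GZF1 (chromosome 20, 23362182 to 23373063) and ZFP28 (chromosome 19, 56538948 to 56556810), both zinc finger genes, fell most. GZF1 went from 2.48 ± 1.25 to 0.466 ± 0.00937 RPM and ZFP28 from 3.63 ± 1.68 to 1.11 ± 0.373 (SD, n = 2), with log2 fold changes of -1.35 and -1.19 (limma adjusted p = 0.0164 and 0.0209). Both calls were lost with the sum and quantile scalings, the pseudocount of 50% of the median, limma without the trend, a fit of only fractions 1 and 2, and without replicate 2 of fraction 1 or of fraction 2. ZFP28 also lost its call without replicate 1 of fraction 2. The unadjusted p was under 0.05 for 1412 genes, and edgeR with library totals called 19 higher and 276 lower. With the replicate number as a block, limma called 133 lower and 3 higher. The count rested on single libraries: limma called 272 lower without replicate 1 of fraction 1, 196 without replicate 1 of fraction 2, 128 and 122 without replicate 1 or 2 of fraction 4, 29 and 32 without replicate 1 or 2 of fraction 3, and 0 without replicate 2 of fraction 1 or of fraction 2. Without replicate 1 of both fractions 1 and 2 it called 245 lower and 6 higher, an alternative added after seeing that these libraries were nearly alike.

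From fraction 2 to fraction 3, 8086 genes were lower and 2371 higher. ADHFE1, an alcohol dehydrogenase gene (-4.16), and TTC7A (-4.09) fell most, TTC7A from 137 ± 12.5 to 7.33 ± 0.717 RPM (SD, n = 2). INTS6L (2.42) and TBCEL (2.27), a tubulin cofactor gene, rose most, TBCEL from 4.93 ± 1.84 to 26.05 ± 0.620 RPM (SD, n = 2). HLCS, which encodes the enzyme that attaches biotin (chromosome 21, 36750888 to 36990236), SNX13, a sorting nexin gene, and APC, a tumour suppressor gene of Wnt signalling, were named as genes that peaked in fraction 3 in both replicates. HLCS had 113 ± 14.6 RPM there, 93.4 ± 10.04 in fraction 1, 107 ± 16.9 in fraction 2, 25.5 ± 4.00 in fraction 4 and 40.8 ± 1.34 in fraction 5 (SD, n = 2). None of the 3 passed fraction 3 against 2 (limma adjusted p = 0.685, 0.335 and 0.670), so their peak was not resolved from fraction 2. In the main comparison they fell (-1.61, -1.47 and -1.49), which turned to 0.13, 0.25 and 0.23 with edgeR and TMM factors. SNX13 (0.11) and APC (0.073) also turned after quantile normalisation.

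From fraction 3 to fraction 4, 7525 genes were lower and 484 higher. EGLN1, an oxygen-sensing prolyl hydroxylase gene (-2.53), and EFNB2, the ephrin B2 gene (-2.49), fell most, EGLN1 from 28.9 ± 3.87 to 4.38 ± 0.720 RPM (SD, n = 2). GNPDA2 (1.81) and ZNF100 (1.77) rose most. From fraction 4 to fraction 5 the direction turned, with 7672 genes higher and 1572 lower. CS, which encodes citrate synthase (1.96), and PFKFB4, a regulator of glycolysis (1.93), rose most, PFKFB4 from 2.26 ± 0.191 to 10.7 ± 0.519 RPM after 34.5 ± 0.804 in fraction 1 (SD, n = 2). PCDH10, a protocadherin gene (-1.68), and PRKAB2, a subunit of AMP-activated kinase (-1.62), fell most, PCDH10 from 22.5 ± 0.911 to 6.50 ± 0.295 RPM (SD, n = 2).

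The splits of these comparisons moved with the scaling as well. From fraction 2 to 3, the sum, quantile and TMM scalings gave 6723, 5097 and 5258 genes lower and 3423, 4333 and 4706 higher. From fraction 3 to 4 they gave 4307, 3327 and 3070 lower and 2364, 2791 and 2950 higher, and from fraction 4 to 5 they gave 7216, 3763 and 3243 higher and 2089, 2827 and 2911 lower. All log2 fold changes named for adjacent fractions passed limma's adjusted threshold on the deposited scale.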

Values the study reported

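From sequencing of BrdU-labelled DNA in synchronised BJ-hTERT cells, not from the sorted fractions, the study reported that over 70% of active transcripts had been replicated by the time point between early and mid S phase. It gave 6.5% as the share replicated in the last time point. The study followed transcription activity for 12,425 transcripts.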

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

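The alternatives with edgeR, with only genes that overlap no other, and without replicate 1 of fractions 1 and 2 were chosen after seeing the data. Over the alternatives, 1850 values of named genes kept their direction and their side of the threshold, 22 lost their call, 11 gained one and 19 changed sign, and of the list tests 707 kept theirs, 10 lost it and 5 gained it. The causes of the changes below were not tested, except where fewer genes were tested. Depth limits the short genes most, since 3 reads are 0.138 to 0.290 RPM.

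Scaling moved most. With each library scaled to its sum over the table, 2338 genes were higher in the main contrast, 1 was lower in fraction 2 than in 1, 2364 were higher and 4307 lower in fraction 4 than in 3, the shares of genes highest in fractions 1 to 5 were 34.2, 30.3, 22.4, 11.9 and 1.22%, and the median weighted mean fraction was 2.70. MEG3 (0.16), ZNF219 (0.13), PCDHGC3 (0.48) and MCM6 (0.13) turned positive. Quantile normalisation gave 3120 higher and 5985 lower in the main contrast, 1 lower in 2 against 1, 4333 and 5097 in 3 against 2, 2791 and 3327 in 4 against 3, 3763 and 2827 in 5 against 4, shares of 28.4, 30.2, 15.5 and 2.03% in fractions 2 to 5, a median of 2.88 and 0 length classes above other genes. SNX13 (0.11), APC (0.073), MEG3 (0.48), RPL39L (0.13), ZNF219 (0.67), PCDHGC3 (0.93) and MCM6 (0.62) turned positive. With edgeR and TMM factors the counts were 3244 and 6024, 4706 and 5258, 2950 and 3070, and 3243 and 2911 for the same 4 contrasts without 2 against 1, and HLCS (0.13), SNX13 (0.25), APC (0.23), MEG3 (0.69), RPL39L (0.31), ZNF219 (0.67), PCDHGC3 (1.03) and MCM6 (0.68) turned positive.

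Fraction 2 against 1 depended on most settings. Genes lower were 10 and 4 with pseudocounts of 1% and 50%, 157 (and 1 higher) without the 10% of genes with the lowest mean, 0 without the trend, 0 in a fit of only the fractions compared, 276 (19 higher) with edgeR and library totals, and 245 (6 higher) without replicate 1 of fractions 1 and 2. With the replicate number as a block they were 133 (3 higher), and the main contrast had 991 higher and 10599 lower. There PCDHB12 also passed as higher in the main contrast (adjusted p = 0.0444). The study describes 2 biological repeats of the experiment, but the labels do not say that a number marks a shared culture or sort. The deviations of same-numbered libraries correlated above 0.1 for only 3 of 10 pairs of fractions (range -0.405 to 0.185). These values do not show that the libraries are unpaired. The main fit did not pair them, and the block was kept as an alternative.

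With only genes that overlap no other, fewer were tested, 56 of the 84 values of named genes among them, and 7848 passed the F test, 6750 were lower in the main contrast, 5030 in 3 against 2 and 5011 in 4 against 3, 4931 were higher in 5 against 4, 22.6% were highest in fraction 3 and the median weighted mean fraction was 2.3. Without replicate 1 of fractions 1 and 2, 18.8% were highest in fraction 3, the median was 2.29 and 0 length classes lay above other genes. Without the lowest 10%, 0.341% were highest in fraction 5 and 0 length classes lay above other genes. A pseudocount of 1% placed 1 length class and 1 chromosome below other genes.

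Leaving out 1 library at a time, where the lone library left was assumed to vary like the others, gave 12024 to 12112 genes in the F test. The counts higher and lower were 920 to 1009 and 10440 to 10616 in the main contrast, 0 to 13 and 0 to 272 in 2 against 1, 2002 to 2423 and 7506 to 8131 in 3 against 2, 365 to 478 and 6624 to 7529 in 4 against 3, and 6719 to 7684 and 1198 to 1642 in 5 against 4. The shares ran from 21.5 to 27.9, 44.7 to 54, 18.7 to 22, 4.76 to 5.33 and 0.396 to 0.622%, and the median weighted mean fraction from 2.26 to 2.3. Gene lists above and below other genes stayed at 4 and 1, and length classes above at 1. Without replicate 1 of fraction 4, length classes below went from 0 to 1, chromosomes above from 5 to 4 and chromosomes below from 2 to 1.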

Other observations

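The tests chosen after the result was seen were the splits of the libraries, the mixture in replicate 1, both readings of the fraction 5 model, the tests of histone genes by their neighbours and by their reads, and the groups of zinc finger and fraction 5 genes in the next 2 paragraphs. All intervals in this section are 95% intervals from 200 draws of chromosomes with the same libraries. They give the spread over the genome and not that between the 2 biological repeats.

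Zinc finger genes on chromosome 19 were counted apart from the other genes there. Of the 177 ZNF genes on it, 73 were higher and 87 lower in fractions 4 and 5, with a median log2 fold change of -0.26, and 25.4% were highest in fraction 1 or 2 and 27.7% in fraction 4 or 5. Of the 730 other genes on chromosome 19, 663 were lower and 36 higher (median -1.95), and 87.1% were highest in fraction 1 or 2. The 183 ZNF genes on other chromosomes lay between, with 56.3% highest in fraction 1 or 2 and a median of -1.33. Both replicates gave 26.0% for the first set, 87.1 and 86.4% for the second and 57.4 and 56.8% for the third. The differences between the sets were not tested.

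Outside chromosome Y, 33 listed genes were highest in fraction 5 in both replicates, 28 of them named and 14 of them over 100 kb long. They included MAGI2 (511 RPM in fraction 5 and 399.5 in fraction 4), PRKG1 (570.2 and 456), ANKS1B (669.7 and 530.2), WWOX (1174 and 882), DIAPH2 and NEGR1, and 3 were on the fragile site list. Only 3 of the 33 passed fraction 5 against 4 (limma), so for the others the order of both fractions was not resolved. Some of the 33 share reads: RPL7AP66 and RNU6-1242P lie inside MIR924HG, and GUF1 overlaps GNPDA2. Among the 3 that passed, an unnamed entry of 0.77 kb lies inside WWOX, which did not pass itself (limma adjusted p = 0.0908).

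The share of genes highest in fraction 5 was 0.468% (1.22 and 2.03% under the sum and quantile scalings), and in fraction 1 it was 22.9%. The value quoted from the study above for the last time point lies between these shares, but it comes from time points of synchronised cells and not from asynchronous cells sorted by DNA content, so the groups are unlike. Which end of the fraction numbers came last is not given in the sources used here, but the shares at the start of the Results argue against fraction 1.

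The genes called in the main contrast were set against other splits of its 8 libraries into 4 and 4. Of 35 splits, 1 called as many genes as the real one, which was the real one itself (10947 genes in a fit of these 8 libraries alone). The highest of the other splits called 0. If the labels carried no effect, the real split would rank highest in 1 of 35 cases, the lowest share this comparison can give. Every other split mixes low-numbered and high-numbered fractions in both groups, so a difference between the fractions widens its spread. The 0 calls therefore add nothing beyond that rank, and the comparison does not exclude chance.

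Fractions 1 and 2 were nearly alike in replicate 1 and apart in replicate 2. The mean chi-square per gene between them was 1.36 (SE 0.0184) in replicate 1, 30.7 in replicate 2 and 2.46 to 7.35 between replicates of a fraction. Thinning replicate 2 to the depth of replicate 1 left 18.6, against lower depth as the cause, and the log2 ratios of fraction 2 over 1 still correlated between replicates (r = 0.191, 95% interval 0.172 to 0.214), against a single library under both labels. Both replicate 1 libraries were also taken as mixtures of the replicate 2 profiles. The library labelled fraction 2 had a weight of 0.545 on fraction 1 (0.526 to 0.566), and that labelled fraction 1 had 0.592 (0.580 to 0.604). The test expected a wrongly labelled library to match the replicate 2 profile of its true fraction. Neither library matched 1 profile, so the weights cannot decide on a wrong label, which stays open. These weights differed by 0.0472 (0.0380 to 0.0560), but libraries that are nearly alike get near-equal weights whatever made them so. A like mixture of cells in both sorted fractions of replicate 1 was therefore not tested by this value and stays open, and no biological explanation was tested.

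Genes highest in fraction 1 or 2 had more reads in fraction 5 than in fraction 4, in 8856 of 9182 genes (96.4%) on the deposited scale, of which 7462 passed, with 15 passing as lower. The same 9182 genes had 7106, 3729 and 3243 passing as higher and 56, 330 and 279 as lower with the sum, quantile and TMM scalings, and their median log2 fold change of 5 over 4 went from 0.97 to 0.87, 0.35 and 0.51, so the direction stayed and its size depended on the scaling. On the deposited scale, for those of 10 kb or more the median ratio to an even spread was 0.237 in fraction 4 and 0.589 in fraction 5, while genes highest in fraction 4 or 5 went from 1.71 to 0.945. In a linear model of fraction 5 on that scale, the weight on the mean of fractions 1 and 2 was 0.241 (95% interval 0.231 to 0.25). It was 0.221 and 0.258 in replicates 1 and 2, both outside that interval. The even level was 0.0264. These values argue against reads spread evenly over the genome, but not against an uneven background. The model had no term for GC content and no input library was used, so such a background was not tested. Labelled DNA of cells from fractions 1 and 2 in fraction 5 would also give a weight like 0.241. So would other sources of a rise over these genes, such as synthesis along them in fraction 5. The weight therefore does not support labelled DNA of such cells, which stays open. Genes under 5 kb had a log2 level of -0.18 (-0.22 to -0.14) against the model fitted on genes over 100 kb. This was planned as a test of synthesis at transcription start sites in fraction 5, with a low value to count against it. That bound was wrong, since the study found such synthesis at genes longer than others and the table has only levels over whole genes. Such synthesis stays open. Synthesis in fraction 5 along the whole of these genes was not tested and stays open.

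Of the 20 replication-dependent histone genes, 18 were higher in fractions 4 and 5, against the trend of all genes. All 6 with 100 or more reads were higher (100%), against few reads as the cause for these 6. They are the longest entries of the list (3.13 to 14.97 kb), so they do not test the short ones. Few reads over short genes stay open as a cause there. Inside the same clusters (chromosome 6, 26020490 to 27872315, and chromosome 12, 14767999 to 14771131) lay 27 other entries, of which 16 unnamed ones lie on a histone gene and are no neighbours of another kind (12 higher, 0 lower). Of the 11 left, 4 were higher (36.4%), 2 were lower and 5 did not pass. HFE (1.86), ZNF322 (1.28) and ABT1 (0.42) were higher and BTN3A1 and BTN2A1 (both -0.37) lower, named after their values were seen. Reads shared between near-identical copies cannot be told apart from a position of the whole cluster in the high-numbered fractions, since that share lay between the bounds set for both (25 and 60%), and both stay open. BTN3A1 and BTN2A1 lie between 26285638 and 27125897, a stretch with no entry on a histone gene, as do ZNF322 and ABT1. HFE lies among the histone entries. The share therefore mostly describes that stretch and does not measure the position of the histone genes themselves.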
